A study of Homo sapiens with 18 samples.

How the data were processed

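RNA was measured in 18 libraries of the human cell line GIST-T1, in 6 groups of 3: DMSO, imatinib for 6 h and for 24 h, JQ1 for 6 h and for 24 h, and imatinib with JQ1 for 24 h, each drug at 500 nM. Per the labels' protocols, total RNA from counted cells received ERCC spike-in transcripts, and stranded poly(A) libraries were sequenced as single-end reads of 75 bases. Per the submitters' processing notes, STAR and Cufflinks were used with the hg19 assembly, and no versions are given. The authors deposited 1 table of FPKM values with one column per library, and its file label calls the values normalized. The normalization step itself is not given in the sources used here. Raw reads were not used here and the depth of each library is unknown, so precision rests on the spread between libraries.

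The table had 23713 rows, 23621 for genes and 92 for ERCC spike-ins, and 0 columns were left without a label. One column of the JQ1 24 h group carries the number 1 where the labels' titles have 0, 2 and 3, so it was kept as an unnumbered library of its group. Of the gene names, 28 had been turned into dates and 20 of these were among the tested genes, where they count but cannot be named. Every value lay above 0, with a shared floor near 0.1 FPKM. Of the spike-ins, 24 had a mean of at least 5, and the median deviation of a library from their mean lay between -0.02 and 0.04 log2, so the deposited values were taken as scaled to the spike-ins. Pairs of libraries within a group had Pearson r between 0.979 and 0.989 on the log2 scale over 18 pairs, and 0 columns were identical.

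Genes with at least 1 FPKM in at least 3 libraries were tested, 12771 in all. One limma fit (3.58.1, R 4.3.3) on log2(FPKM + 1) held one mean for each group, with an intensity trend in the variance and 12 residual degrees of freedom. Tests were two-sided, and p was adjusted over all tested genes by Benjamini-Hochberg within each of 12 comparisons. A call was an adjusted p below 0.05 with a log2 fold change of at least 1 in size. The added 1 makes the fold change of genes with low FPKM smaller than the ratio of the values. The comparisons were each drug group with DMSO, the combination with each drug, the drugs with each other at each time, each drug between times, and the interaction, which is the combination minus imatinib minus JQ1 plus DMSO. These comparisons, the lists, the fixed genes, the naming rule and most alternatives were chosen before the data were examined. Total FPKM was compared with an exact two-sided permutation test of 3 against 3 libraries, for which the smallest p is 0.1.

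Gene lists numbered 25: GIST lineage and KIT enhancer genes, ERK pathway output, immediate early genes, FOXO targets, DNA replication and E2F targets, mitosis, ribosome biogenesis and MYC targets, cytosolic ribosomal proteins, BET inhibitor response markers, BET proteins and P-TEFb, BCL2 family, p53 targets, ATF4 and amino acid response, cholesterol synthesis, glycolysis, oxidative phosphorylation, autophagy and lysosome, interferon response, NF-kB and cytokine genes, smooth muscle and contractile genes, extracellular matrix, and epithelial, leukocyte, endothelial, and neural and glial markers. Each was tested with camera at a preset correlation of 0.01, adjusted over the 150 tests of 5 comparisons with DMSO and the interaction, beside camera with an estimated correlation and fry.

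Named genes followed a rule with 3 parts. KIT, ETV1, FOXF1, HAND1, ANO1, MYC, CCND1, DUSP6, SPRY4, HEXIM1, SERPINI1 and BCL2L11 were fixed for every comparison with DMSO. From each comparison with DMSO came the 6 rising and 6 falling calls of largest size (4 and 4 elsewhere) with a mean of at least 5 FPKM in the higher group and no overlap between the groups' libraries, a condition not applied to the interaction. From each list described came up to 4 called members of largest size. Clone names, small RNAs and spike-ins were counted and not named, and some genes the rule selects are not reported here.

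Alternatives were pseudocounts of 0.1 and 0.01, no filter, a mean of at least 5 FPKM, rescaling each library by the median of its ratios to the geometric mean, rescaling to one total with and without MIR1244, a replicate block, array weights, a fit of the compared groups only, other fold thresholds and leaving out each library. Filters of rescaled fits used the deposited values. Agreement between drugs was set beside 100 simulated draws of unchanged groups sharing one control. Simulations covered imatinib 6 h against DMSO, with no shift of most genes. They recovered 95.5%, 100% and 98.5% of log2 changes of 1.5, 2 and 3, and called 2 of 12571 unchanged genes.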

Results

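The data were gene expression values from 18 RNA-seq libraries of GIST-T1, a cell line from a gastrointestinal stromal tumor, a tumor type that often carries activating mutations of the receptor tyrosine kinase KIT. Cells received the solvent DMSO, the kinase inhibitor imatinib or JQ1, a small molecule that displaces BET bromodomain proteins from acetylated chromatin. Each drug was given at 500 nM for 6 h or 24 h, and the combination was measured at 24 h. Each of the 6 groups had 3 libraries, and the labels give no time for DMSO. The series title concerns enhancers of KIT and BET inhibition, so each comparison asks which genes a drug changed and where KIT stood among them. Values are FPKM, which the deposited table carries on the scale of ERCC spike-ins added in relation to cell number. The depth in reads is unknown. Of 23621 genes, 12771 passed the filter and were tested. A gene rose or fell only where its adjusted p was below 0.05 and its log2 change was at least 1 in size. The labels do not say whether the 3 libraries of a group were separate cultures, so the p-values measure only the spread between libraries, which may be technical.

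Summed expression per library lay below DMSO in every treated group, and the sums are described first because they move the other values. Total FPKM was 2208396 ± 331875 in DMSO (mean ± SD, n = 3). It was 1284579 ± 27412 after 6 h of imatinib and 1244792 ± 117241 after 6 h of JQ1, which is 1.72-fold and 1.77-fold below DMSO. At 24 h it was 480241 ± 34281 with imatinib, 627205 ± 55556 with JQ1 and 380660 ± 108839 with both, or 4.60-fold, 3.52-fold and 5.80-fold below. Every treated library lay below every DMSO library, but an exact two-sided permutation test of 3 against 3 libraries cannot give a p below 0.1, and p was 0.1 each time. The combination libraries spread from 286566 to 499857. The rows named MIR1244, a short microRNA locus with several copies, for which it is not known whether the reads come from longer transcripts, held between 18.5% and 42.9% of each total, a feature singled out after its values were seen. Without them the ratio to DMSO was 0.590, 0.532, 0.280, 0.328 and 0.207 in the same order. The spike-ins themselves differed little, with ERCC sums between 6505 and 6948.

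**Figure D1:**
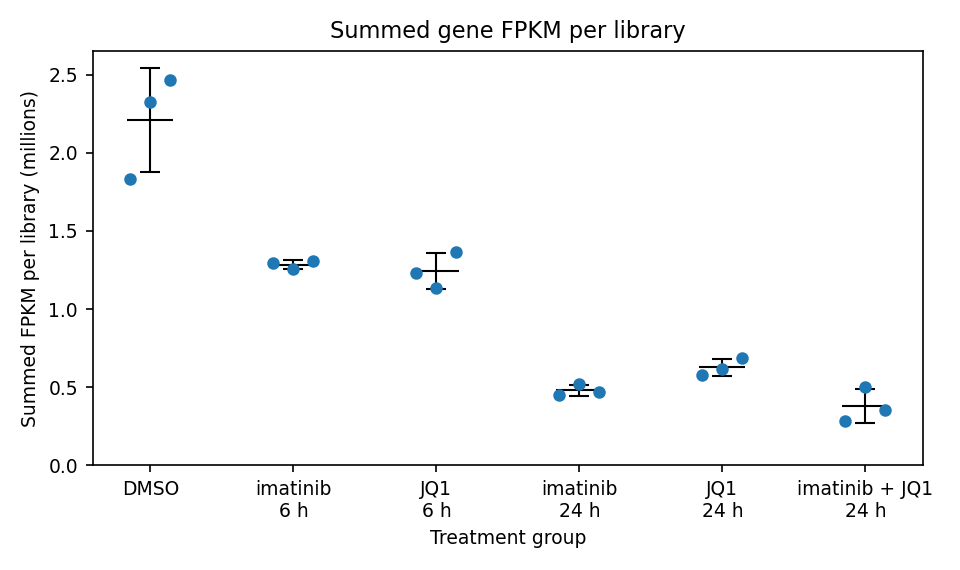
Summed FPKM of each library (points) with the mean and SD of each group of 3 (bars). The DMSO mean is 2208396 and the combination mean is 380660.

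The median log2 change of all tested genes was -0.69 and -1.0 after 6 h of imatinib and JQ1, and -1.5, -1.49 and -2.05 after 24 h of imatinib, JQ1 and both. Changes are therefore given on the deposited scale, with the values after each library was rescaled wherever a direction or a call of a named gene differed under either rescaling. Ratio rescaling divides a library by the median of its gene ratios to the mean library, and total rescaling gives all libraries one sum. That sum includes MIR1244, whose share was lower in every 24 h library than in DMSO, and the medians after 24 h of imatinib, JQ1 and both were 0.38, 0.07 and 0.10 after total rescaling and 0.07, -0.11 and -0.12 with a sum without it. Where numbers are marked rescaled, the first is after ratio rescaling and the second after total rescaling. Log2 changes carry the standard error of the limma fit. The genes listed first in each comparison are those with the largest changes, and in each of them the 3 libraries of one group all lay above the 3 of the other. Chance alone gives that to 10% of genes.

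KIT, the receptor kinase that imatinib inhibits, fell in all 5 comparisons with DMSO on the deposited scale. Its level was 644 ± 125 FPKM in DMSO (mean ± SD, n = 3). It was 189 ± 10.5 after 6 h of imatinib and 105 ± 8.57 after 6 h of JQ1, 3.41-fold and 6.13-fold below DMSO. At 24 h it was 145 ± 9.58 with imatinib, 43.1 ± 5.93 with JQ1 and 16.3 ± 3.39 with both drugs, or 4.45-fold, 14.9-fold and 39.6-fold below. The log2 changes were -1.75 ± 0.18 (-0.97 and -0.98 rescaled) and -2.59 ± 0.18 at 6 h, and -2.13 ± 0.18, -3.86 ± 0.18 and -5.22 ± 0.18 at 24 h. Relative to the median of all genes they were -1.06, -1.59, -0.63, -2.37 and -3.17. After 6 h of JQ1 only 0.689% of tested genes had a lower log2 change than KIT, and after 24 h of JQ1 and of both drugs 0.579% and 0.376% did. After imatinib the share was 2.52% at 6 h and 21.2% at 24 h. Rescaled, the 6 h imatinib value was no call. The 24 h imatinib value was -0.40 and 0.05 rescaled, so its call ended and, after total rescaling, its direction turned. That turn rests on the MIR1244 rows, since with one total without them the value was -0.32. The 6 h imatinib value was then -1.0 and a call. After JQ1 KIT was at -1.44 and -1.77 at 6 h and -2.17 and -2.07 at 24 h rescaled, and -2.84 and -2.71 with both drugs.

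**Figure D2:**
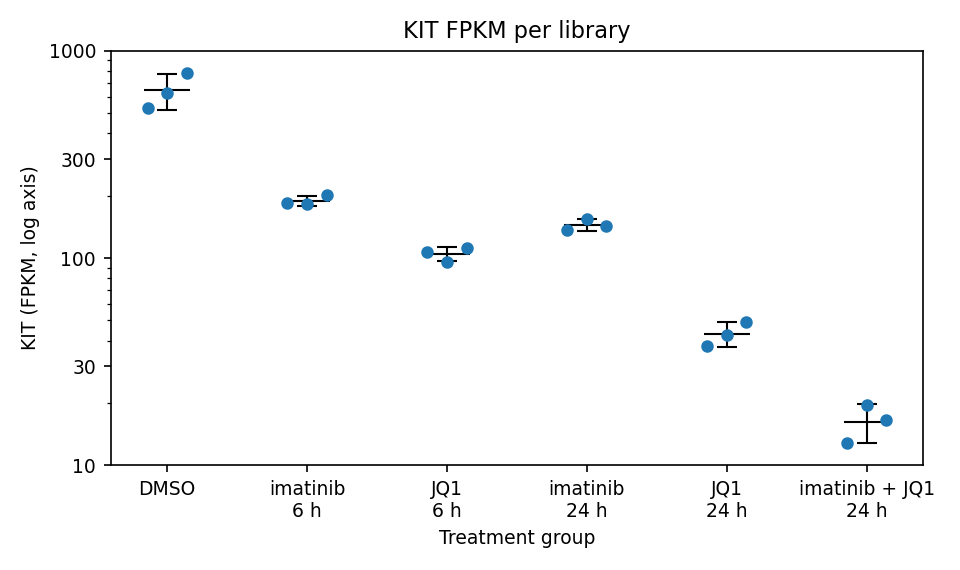
KIT expression in FPKM on a log axis for each library (points), with the mean and SD of each group of 3 (bars), on the deposited scale. The DMSO mean is 644 and the combination mean is 16.3, and the 24 h imatinib change from DMSO, -2.13 here, is -0.40 and 0.05 rescaled and -0.32 with one total without MIR1244.

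After 6 h of imatinib, DUSP6 and SPRY4 had the largest falls and KLHL24 and KLHL38 the largest rises. The comparison asks for the early response to KIT inhibition. DUSP6, a phosphatase of ERK, had 242 ± 62.4 FPKM in DMSO and 3.06 ± 0.872 after imatinib (mean ± SD, n = 3 each), a log2 change of -5.89 ± 0.19. SPRY4, which damps receptor kinase signaling (-5.13 ± 0.17), the RAS-like GTPase RASL11A (-4.85 ± 0.19), the MYC-family gene MYCN (-4.18 ± 0.16) and the immediate early gene EGR1 (-4.17 ± 0.18) fell. FRG2B also fell (-4.35 ± 0.14), but it belongs to a family of near-identical copies, so its source is uncertain. Rises were seen in the ubiquitin ligase adaptors KLHL24 (2.55 ± 0.18) and KLHL38 (2.44 ± 0.18), the BH3-only cell death gene BMF (2.14 ± 0.18) and the ubiquitin ligase FBXO32 (2.06 ± 0.14). GNG8, a G protein subunit, rose by 1.85 ± 0.42 and SHISA2, a regulator of FGF and WNT receptors, by 1.84 ± 0.17. The adjusted p of these 12 calls was at most 5.1e-04 (limma). After ratio rescaling the 6 rises lay between 1.82 and 3.19 and the 6 falls between -4.97 and -3.09. Among genes fixed in advance, the cyclin CCND1 (-2.37 ± 0.18), the chloride channel ANO1 (-1.25 ± 0.18, -0.47 and -0.48 rescaled) and the transcription factor FOXF1 (-1.03 ± 0.20, -0.26 and -0.26 rescaled) fell. The log2 changes of MYC (-0.60 ± 0.13) and HAND1 (-0.98 ± 0.20) did not pass, nor did those of ETV1 (-0.48 ± 0.18, 0.29 and 0.28 rescaled), HEXIM1 (-0.58 ± 0.20, 0.15 and 0.14 rescaled), SERPINI1 (-0.25 ± 0.19, 0.44 and 0.43 rescaled) and BCL2L11 (0.15 ± 0.17). FOXF1 was no call without DMSO replicate 3 (-0.86) or imatinib replicate 1 (-0.999), HAND1 was one without DMSO replicate 1 (-1.14) or imatinib replicate 3 (-1.03), and with array weights GNG8 was at 0.15, no call.

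Of the genes tested, 49 rose and 2559 fell after 6 h of imatinib, and rescaled the split was 156 up and 265 down, and 153 up and 265 down. Of the ERK pathway output genes, 15 of 18 fell (11 and 11 rescaled, camera adjusted p = 2.0e-12), ETV5 (-4.08 ± 0.18) among them. Of the immediate early genes, 11 of 14 fell (3 and 3 rescaled, adjusted p = 0.00621), with IER2 at -2.17 ± 0.19, the nuclear receptor NR4A1 at -1.99 ± 0.18 and FOS at -1.44 ± 0.13 (-0.75 and -0.73 rescaled). Of the ribosome biogenesis and MYC targets, 23 of 26 fell (9 and 9 rescaled, adjusted p = 4.3e-07), with the nucleolar genes RRS1 at -3.05 ± 0.18, NOP16 at -2.50 ± 0.18 and NOP2 at -2.38 ± 0.19. Of the GIST lineage and KIT enhancer genes, 9 of 14 fell (3 and 3 rescaled, adjusted p = 0.0319), with the repressor HIC1 at -2.31 ± 0.20 and the KIT ligand gene KITLG at -2.24 ± 0.14. Of the interferon response genes, 16 of 24 fell (3 and 3 rescaled, adjusted p = 0.00109), led by OAS2 (-2.03 ± 0.14) and OAS1 (-1.99 ± 0.11), and of the NF-kB and cytokine genes 5 of 9 fell (2 and 2 rescaled, adjusted p = 0.0264), led by the chemokine CCL2 (-3.19 ± 0.16). Of the FOXO targets, which FOXO factors induce when AKT is inactive, 3 of 19 rose and 2 fell (rescaled 7 and 6 rising, 0 and 0 falling, adjusted p = 2.2e-21). PNRC1 rose by 1.46 ± 0.19 and CCNG2 by 1.25 ± 0.18, while the death ligand gene TNFSF10 fell by 1.21 ± 0.18 (-0.44 and -0.45 rescaled). The BET inhibitor response markers, the mitosis genes and the autophagy and lysosome genes had medians 0.40, 0.27 and 0.24 above that of all genes (adjusted p = 0.00337, 0.00317 and 0.00166). With no filter on low values these differences were -0.06, -0.21 and -0.23, and that of the NF-kB and cytokine genes was 0.09. Of the mitosis genes, 0 of 28 were called (0 and 0 rescaled), the median being -0.42 and rescaled 0.35 and 0.35, of the BET inhibitor response markers 1 of 13 fell (0 and 0 rescaled), the median being -0.28 and rescaled 0.44 and 0.43, and of the autophagy and lysosome genes 0 of 21 were called (rescaled 2 and 2 rising), the median being -0.45 and rescaled 0.32 and 0.31. All 10 list calls used a preset correlation. They gave adjusted p = 0.998 with an estimated correlation, or 0.778 for the FOXO targets. The GIST list call ended without imatinib replicate 3 (adjusted p = 0.0524) and the NF-kB one without DMSO replicate 1 or combination replicate 1 or 2 (0.0605, 0.0621 and 0.0668). Without DMSO replicate 3 the number of genes called was 1643 instead of 2608, and without DMSO replicate 1 it was 3966.

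After 6 h of JQ1, the question was the early response to BET inhibition and whether KIT fell, and KIT was among the lowest 0.689% of genes. The largest rises were in RPL3L, a muscle-type paralog of a ribosomal protein (2.85 ± 0.11), KLHL38 (2.63 ± 0.18), DPYSL3, a cytoskeletal regulator of growth cones (2.52 ± 0.17), and the neuronal pentraxin NPTX2 (2.36 ± 0.19). The histone genes HIST1H3D (2.76 ± 0.16) and HIST1H2BD (2.22 ± 0.18) rose too, with the source among near-identical histone copies uncertain. The largest falls were in RTP4, an interferon-induced chaperone (-3.78 ± 0.16), the secreted glycoprotein gene STC2 (-3.61 ± 0.13), APOBEC2 (-3.40 ± 0.14), MYCN (-3.38 ± 0.16), the WNT inhibitor DKK4 (-3.21 ± 0.18) and MDFI, an inhibitor of myogenic factors (-3.15 ± 0.21). RTP4 had 54.2 ± 8.73 FPKM in DMSO and 2.98 ± 0.101 after JQ1 (mean ± SD, n = 3 each). The adjusted p of these 12 calls was at most 6.8e-10 (limma). Ratio rescaling placed the 6 rises between 2.89 and 3.24 and the 6 falls between -2.63 and -2.0. SERPINI1, a neuroserpin used as a marker of BET inhibition, rose by 1.53 ± 0.19, while HEXIM1, the P-TEFb inhibitor used in the same way, was at 0.81 ± 0.20 and did not pass (1.87 and 1.55 rescaled, both calls). ETV1, a lineage factor of GIST (-1.80 ± 0.18, -0.66 and -0.98 rescaled), ANO1 (-1.52 ± 0.18, -0.37 and -0.70 rescaled), SPRY4 (-1.99 ± 0.17, -0.85 and -1.17 rescaled), CCND1 (-1.60 ± 0.18, -0.48 and -0.79 rescaled), HAND1 (-1.25 ± 0.20, -0.11 and -0.43 rescaled) and MYC (-1.10 ± 0.13, -0.23 and -0.41 rescaled) fell. FOXF1 fell too (-1.16 ± 0.20, -0.01 and -0.34 rescaled). The log2 changes of DUSP6 (-0.86 ± 0.19, 0.28 and -0.04 rescaled) and the cell death gene BCL2L11 (0.65 ± 0.17, 1.48 and 1.18 rescaled) did not pass. Without DMSO replicate 3 FOXF1 (-0.99) and MYC (-0.99) were no calls, nor was MYC without JQ1 replicate 2 (-0.95), and without DMSO replicate 1 DUSP6 was one (-1.05).

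Among the genes tested, 82 rose and 6356 fell after 6 h of JQ1, and rescaled the split was 316 up and 329 down, and 173 up and 728 down. Of the BET inhibitor response markers, 8 of 13 rose and 1 fell (rescaled 11 and 11 rising, 1 and 1 falling, adjusted p = 3.3e-42), with HIST1H2AC at 1.88 ± 0.21, HIST1H2BG at 1.73 ± 0.22 and the chromatin reader ZMYND8 at -2.93 ± 0.18. Among the GIST lineage and KIT enhancer genes, 13 of 14 fell (1 and 3 rescaled), with the kinase genes PRKCQ at -2.01 ± 0.14 (-0.95 and -1.17 rescaled) and PDGFRA at -1.99 ± 0.17 (-0.88 and -1.17 rescaled). That list was not called against other genes (adjusted p = 0.183). Among the ERK pathway output genes, 12 of 18 fell (rescaled 1 and 0 rising, 1 and 3 falling, adjusted p = 0.271), led by the cytokine LIF (-2.04 ± 0.09), and of the BCL2 family 8 of 13 fell (rescaled 1 and 1 rising, 1 and 2 falling, adjusted p = 0.993), with the survival gene BCL2L1 at -2.17 ± 0.19. Of the DNA replication and E2F targets, 22 of 34 fell (1 and 2 rescaled), the median being -1.12 and rescaled 0.01 and -0.31 (adjusted p = 0.457). Among the mitosis genes, 20 of 28 fell (0 and 1 rescaled), the median being -1.11 and rescaled 0.03 and -0.29 (adjusted p = 0.488), with AURKA at -1.66 ± 0.19 (-0.52 and -0.84 rescaled) and BUB1B at -1.88 ± 0.19 (-0.75 and -1.06 rescaled). These 4 lists were not called against other genes. Among the immediate early genes, 3 of 14 fell (rescaled 5 and 3 rising, 0 and 0 falling), the median being -0.47 and rescaled 0.49 and 0.22 (adjusted p = 6.0e-06). Among the FOXO targets, 4 of 19 fell (rescaled 4 and 3 rising, 2 and 2 falling), the median being -0.34 and rescaled 0.45 and 0.13 (adjusted p = 5.7e-05). Of the p53 targets, 1 of 20 rose and 6 fell (rescaled 4 and 1 rising, 2 and 3 falling), the median being -0.55 and rescaled 0.54 and 0.23, of the ATF4 genes 3 of 18 fell (rescaled 3 and 1 rising, 1 and 1 falling), the median being -0.81 and rescaled 0.28 and -0.05, and of the neural and glial markers 1 of 4 rose and 1 fell (rescaled 1 and 1 rising, 0 and 0 falling), the median being -0.26 and rescaled 0.32 and 0.16. These medians lay 0.45, 0.19 and 0.74 above that of all genes (adjusted p = 0.00717, 0.0319 and 0.0147), but with no filter on low values the difference was -0.13 for the p53 targets and -0.36 for the ATF4 genes, and the FOXO call ended (adjusted p = 0.365). The neural call ended rescaled (adjusted p = 0.555 and 0.118), and the ATF4 call without DMSO replicate 1 (0.0569). The neuronal tubulin gene TUBB3 rose by 1.01 ± 0.21, but was no call without DMSO replicate 1 (0.85) or 2 (0.99) or JQ1 replicate 3 (0.95). With an estimated correlation the BET marker call held (adjusted p = 0.0149). The other 5 list calls had adjusted p = 0.998 with an estimated correlation.

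After 24 h of imatinib, ETV5 and DUSP6 had the largest falls and MB and FBXO32 the largest rises. ETV5, an ETS factor induced by ERK, went from 246 ± 47.6 FPKM in DMSO to 0.549 ± 0.0304 (mean ± SD, n = 3 each), a log2 change of -7.30 ± 0.18. DUSP6 (-6.88 ± 0.19), RASL11A (-6.33 ± 0.19), the chemokine CXCL10 (-6.01 ± 0.13), the ETS factor ETV4 (-5.99 ± 0.16) and SPRY4 (-5.97 ± 0.17) fell. The oxygen-binding gene MB rose by 2.75 ± 0.17, FBXO32 by 2.60 ± 0.14, the surface glycoprotein CD24 by 2.54 ± 0.16, the MD-1 gene LY86 by 2.43 ± 0.16, TCP11L2 by 2.37 ± 0.16 and KLHL38 by 2.32 ± 0.18. The adjusted p of these 12 calls was at most 6.8e-11 (limma). After ratio rescaling the 6 rises lay between 3.18 and 3.95 and the 6 falls between -5.83 and -4.35. CCND1 fell by 2.46 ± 0.18 (-0.77 and -0.34 rescaled). ANO1 (-1.92 ± 0.18, -0.19 and 0.26 rescaled), HEXIM1 (-1.70 ± 0.20, -0.11 and 0.29 rescaled) and the lineage factors FOXF1 (-1.55 ± 0.20, 0.19 and 0.63 rescaled) and HAND1 (-1.07 ± 0.20, 0.66 and 1.10 rescaled) fell on the deposited scale. There the log2 changes of MYC (-0.81 ± 0.13, 0.46 and 0.80 rescaled), ETV1 (-0.60 ± 0.18, 1.11 and 1.56 rescaled), SERPINI1 (0.97 ± 0.19, 2.56 and 2.99 rescaled) and BCL2L11 (0.11 ± 0.17, 1.45 and 1.83 rescaled) did not pass. Without DMSO replicate 3 HAND1 was no call (-0.91), and SERPINI1 was one without DMSO replicate 2 (1.01) or 3 (1.13) or imatinib replicate 1 (1.02).

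Within the genes tested, 82 rose and 9210 fell after 24 h of imatinib, and rescaled the split was 1124 up and 1118 down, and 2434 up and 492 down. Among the DNA replication and E2F targets, 34 of 34 fell (29 and 20 rescaled, adjusted p = 1.6e-06), with the nucleotide reductase gene RRM2 at -5.12 ± 0.19, UHRF1 at -4.23 ± 0.20 and the cyclin CCNE2 at -4.23 ± 0.16. Within the mitosis genes, 28 of 28 fell (19 and 13 rescaled, adjusted p = 4.7e-05), with AURKB at -3.74 ± 0.20, the proliferation marker MKI67 at -3.71 ± 0.18 and CDC20 at -3.71 ± 0.20. Among the ribosome biogenesis and MYC targets, 26 of 26 fell (21 and 10 rescaled, adjusted p = 5.5e-05), led by NME1 (-4.63 ± 0.20). Within the ERK pathway output genes, 16 of 18 fell (rescaled 0 and 2 rising, 9 and 8 falling, adjusted p = 9.6e-04). Of the glycolysis genes, 15 of 15 fell (8 and 3 rescaled, adjusted p = 0.0178), with HK2 at -4.04 ± 0.16 and ENO1 at -3.76 ± 0.22. Of the ATF4 and amino acid response genes, 17 of 18 fell (rescaled 0 and 1 rising, 7 and 2 falling, adjusted p = 0.0396), with MTHFD2 at -4.05 ± 0.18 and the amino acid transporter SLC7A5 at -4.02 ± 0.19. Within the FOXO targets, 2 of 19 rose and 4 fell (rescaled 12 and 16 rising, 0 and 0 falling, adjusted p = 6.9e-16). The median and the mean of this list had opposite signs on the deposited scale, and YPEL3 rose by 1.27 ± 0.19. Among the BET inhibitor response markers, 1 of 13 rose and 4 fell (rescaled 6 and 8 rising, 0 and 0 falling), the median being -0.56 and rescaled 0.83 and 1.2 (adjusted p = 3.8e-05), and the median lay 0.95 above that of all genes, or at -0.08 from it with no filter on low values. Within the GIST lineage and KIT enhancer genes, 12 of 14 fell (rescaled 2 and 3 rising, 3 and 1 falling), the median being -1.92 and rescaled -0.21 and 0.23 (adjusted p = 0.483, not called), with KITLG at -3.09 ± 0.14 and CD34 at -3.05 ± 0.20 (-1.31 and -0.85 rescaled). Among the interferon response genes, 20 of 24 fell (rescaled 1 and 5 rising, 7 and 4 falling), the median being -1.73 and rescaled -0.38 and 0.01 (adjusted p = 0.183, not called), and of the BCL2 family 1 of 13 rose and 10 fell (rescaled 3 and 3 rising, 2 and 2 falling, adjusted p = 0.483, not called), with BID at -3.51 ± 0.18 and BMF at 2.32 ± 0.18. The 8 list calls gave adjusted p = 0.998 with an estimated correlation.

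After 24 h of JQ1, MGLL had the largest fall and DPYSL3 the largest rise. MGLL, which splits monoglycerides, fell by 5.23 ± 0.16 on the log2 scale, with 180.4 ± 38.5 FPKM in DMSO and 3.79 ± 0.496 after JQ1 (mean ± SD, n = 3 each). The growth-factor binding gene IGFBP5 (-4.95 ± 0.17) and the protocadherin PCDH12 (-4.84 ± 0.15) fell. The chemokine genes XCL1 (-5.06 ± 0.19) and XCL2 (-4.98 ± 0.19) are near-identical copies and CTSL1P8 (-5.19 ± 0.17) is a cathepsin pseudogene, so which locus fell is uncertain. DPYSL3 rose by 2.75 ± 0.17, KLHL24 by 2.09 ± 0.18, KLHL38 by 2.05 ± 0.18 and SERPINI1 by 2.04 ± 0.19. The histone genes HIST1H2AC (2.41 ± 0.21) and HIST1H2BD (2.35 ± 0.18) rose, again with near-identical copies. The adjusted p of these 12 calls was at most 8.9e-10 (limma). Ratio rescaling placed the 6 rises between 3.16 and 3.92 and the 6 falls between -3.61 and -3.29. ANO1 (-3.12 ± 0.18), ETV1 (-1.82 ± 0.18, -0.15 and -0.05 rescaled), HAND1 (-1.81 ± 0.20, -0.12 and -0.02 rescaled), CCND1 (-3.81 ± 0.18), MYC (-1.72 ± 0.13, -0.60 and -0.55 rescaled), DUSP6 (-4.14 ± 0.19) and SPRY4 (-4.15 ± 0.17) fell. FOXF1 fell on the deposited scale (-1.70 ± 0.20, 0.00 and 0.10 rescaled). HEXIM1 (-0.29 ± 0.20, 1.31 and 1.40 rescaled) and BCL2L11 (0.20 ± 0.17, 1.5 and 1.58 rescaled) did not pass as deposited.

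For the genes tested, 51 rose and 9621 fell after 24 h of JQ1, and rescaled the split was 672 up and 827 down, and 833 up and 676 down. Within the BET inhibitor response markers, 6 of 13 rose and 1 fell (rescaled 12 and 12 rising, 1 and 1 falling, adjusted p = 2.7e-43), ZMYND8 being the one that fell (-3.03 ± 0.18). For the GIST lineage and KIT enhancer genes, 14 of 14 fell (3 and 3 rescaled, adjusted p = 0.0576, not called). For the ERK pathway output genes, 17 of 18 fell (8 and 8 rescaled, adjusted p = 0.00104), led by ETV4 (-4.70 ± 0.16). Within the ribosome biogenesis and MYC targets, 26 of 26 fell (14 and 13 rescaled, adjusted p = 7.3e-05), with NME1 at -4.30 ± 0.20 and RRS1 at -3.96 ± 0.18. Within the interferon response genes, 21 of 24 fell (8 and 8 rescaled, adjusted p = 0.00588), with IFIT3 at -4.06 ± 0.19 and OAS3 at -3.72 ± 0.16. Within the DNA replication and E2F targets, 33 of 34 fell (4 and 4 rescaled, adjusted p = 0.00326), led by CDC25A (-2.91 ± 0.15), and of the mitosis genes 28 of 28 fell (0 and 0 rescaled, adjusted p = 0.330, not called), led by AURKA (-2.54 ± 0.19, -0.86 and -0.77 rescaled). For the FOXO targets, 5 of 19 fell (rescaled 10 and 11 rising, 1 and 1 falling), the median being -0.14 and rescaled 1.09 and 1.18 (adjusted p = 9.0e-14). Of the cholesterol synthesis genes, 11 of 17 fell (rescaled 3 and 5 rising, 0 and 0 falling), the median being -1.06 and rescaled 0.60 and 0.70 (adjusted p = 0.0319), and the median lay 0.43 above that of all genes, or at -0.53 from it with no filter on low values. Of the BCL2 family, 1 of 13 rose and 10 fell (rescaled 3 and 3 rising, 3 and 3 falling, adjusted p = 0.434, not called), with BID at -3.17 ± 0.18 and BCL2 at -2.90 ± 0.14. With an estimated correlation the BET marker call held (adjusted p = 0.0149). The other 6 list calls had adjusted p = 0.998 with an estimated correlation. The cholesterol call ended without DMSO replicate 1 or combination replicate 1 or 2 (adjusted p = 0.0637, 0.0574 and 0.0661), and the GIST list was called without DMSO replicate 2, any JQ1 24 h library or combination replicate 2 or 3 (0.0410 to 0.0493).

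**Figure D3:**
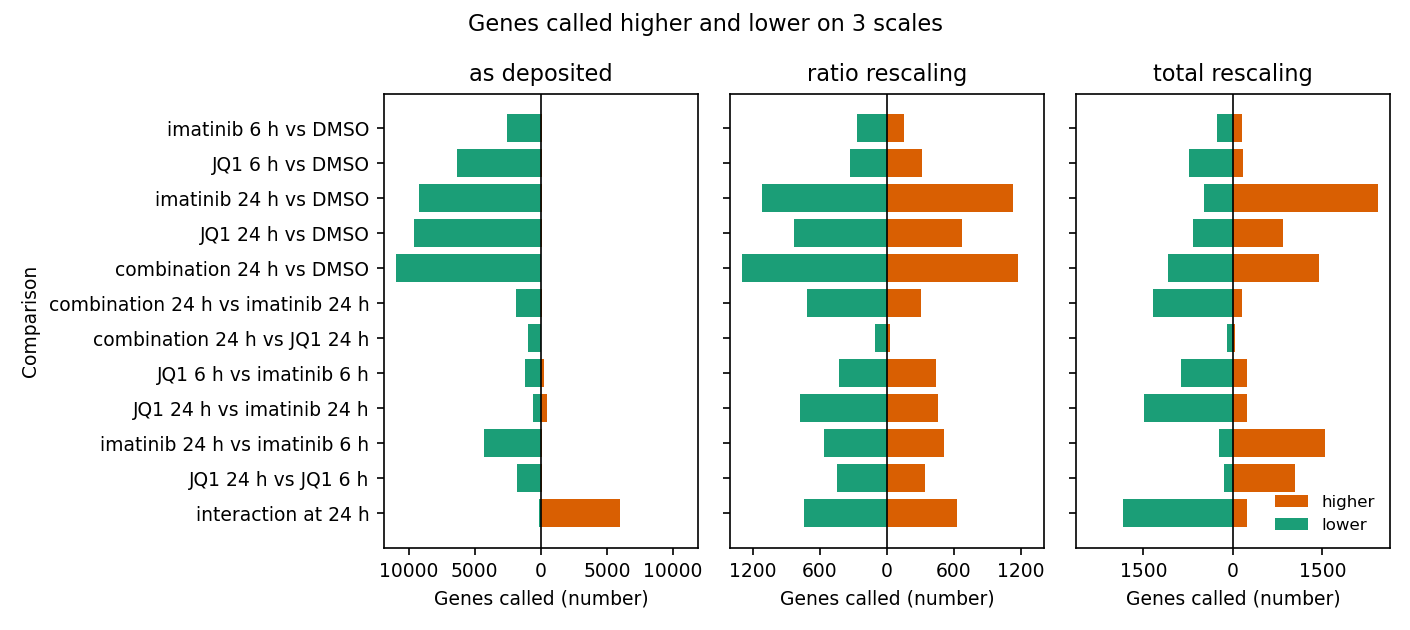
Genes that rose (right) and fell (left) in the 12 comparisons on the deposited scale, after ratio rescaling and after total rescaling, with panels of different range. For 24 h imatinib against DMSO the counts are 82 up and 9210 down as deposited and 1124 up and 1118 down, and 2434 up and 492 down rescaled.

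With both drugs for 24 h, TMEM100 had the largest fall and SERPINI1 the largest rise. TMEM100, a membrane protein of vessel development, fell by 7.81 ± 0.17 on the log2 scale, with 584 ± 120.0 FPKM in DMSO and 1.58 ± 0.249 with both drugs (mean ± SD, n = 3 each). DUSP6 (-7.37 ± 0.19) and SPRY4 (-7.34 ± 0.17) fell. XCL1 (-7.46 ± 0.19), XCL2 (-7.32 ± 0.19) and the pseudogene CTSL1P8 (-7.20 ± 0.17) fell with the same doubt over copies. SERPINI1 rose by 2.46 ± 0.19, DPYSL3 by 2.14 ± 0.17, the cell-cycle inhibitor CDKN1C by 1.93 ± 0.17 and the histone gene HIST1H2AC by 2.29 ± 0.21. The glucose-responsive arrestin genes TXNIP (2.13 ± 0.19) and ARRDC4 (1.95 ± 0.18) rose as well. The adjusted p of these 12 calls was at most 4.7e-10 (limma). After ratio rescaling the 6 rises lay between 3.56 and 4.74 and the 6 falls between -5.72 and -4.99. ANO1 (-4.12 ± 0.18), ETV1 (-2.51 ± 0.18, -0.14 and -0.01 rescaled), HAND1 (-3.53 ± 0.20), CCND1 (-4.87 ± 0.18) and MYC (-1.69 ± 0.13, -0.15 and -0.08 rescaled) fell. FOXF1 fell on the deposited scale (-2.42 ± 0.20, 0.00 and 0.13 rescaled). HEXIM1 (-0.94 ± 0.20, 1.33 and 1.44 rescaled) and BCL2L11 (-0.01 ± 0.17, 1.92 and 2.02 rescaled) did not pass as deposited, but HEXIM1 did without DMSO replicate 1 (-1.08) or combination replicate 2 (-1.20). HEXIM1 also passed with a pseudocount of 0.01 (-1.01) or array weights (-1.09).

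Of the genes tested, 30 rose and 10984 fell with both drugs, and rescaled the split was 1174 up and 1299 down, and 1449 up and 1081 down. Of the GIST lineage and KIT enhancer genes, 14 of 14 fell (7 and 7 rescaled, adjusted p = 0.0143), with HIC1 at -5.01 ± 0.20, the surface antigen CD34 at -4.63 ± 0.20 and the receptor GPR20 at -4.27 ± 0.18. Of the ERK pathway output genes, 18 of 18 fell (10 and 9 rescaled, adjusted p = 7.9e-04), SPRY2 being at -6.08 ± 0.18. For the BET inhibitor response markers, 5 of 13 rose and 1 fell (rescaled 12 and 12 rising, 1 and 1 falling, adjusted p = 3.5e-46), with ZMYND8 at -3.82 ± 0.18. Of the FOXO targets, 1 of 19 rose and 5 fell (rescaled 13 and 13 rising, 1 and 1 falling), the median being -0.32 and rescaled 1.47 and 1.57 (adjusted p = 1.3e-17), TXNIP being the one that rose. For the DNA replication and E2F targets, 34 of 34 fell (21 and 20 rescaled, adjusted p = 7.6e-05), with RRM2 at -5.28 ± 0.19 and UHRF1 at -4.60 ± 0.20. For the mitosis genes, 28 of 28 fell (10 and 6 rescaled, adjusted p = 0.00520), led by UBE2C (-4.22 ± 0.20). For the ribosome biogenesis and MYC targets, 26 of 26 fell (15 and 14 rescaled, adjusted p = 2.6e-04), led by NME1 (-6.09 ± 0.20). For the interferon response genes, 24 of 24 fell (rescaled 0 and 2 rising, 10 and 10 falling, adjusted p = 0.0207), led by IFITM1 (-4.57 ± 0.23). Among the cholesterol synthesis genes, 17 of 17 fell (rescaled 0 and 1 rising, 2 and 2 falling), the median being -2.30 and rescaled 0.05 and 0.17 (adjusted p = 0.408, not called). With an estimated correlation the BET marker call held (adjusted p = 0.0149). The other 7 list calls had adjusted p = 0.998 with an estimated correlation, or 0.994 for the FOXO targets.

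**Figure D4:**
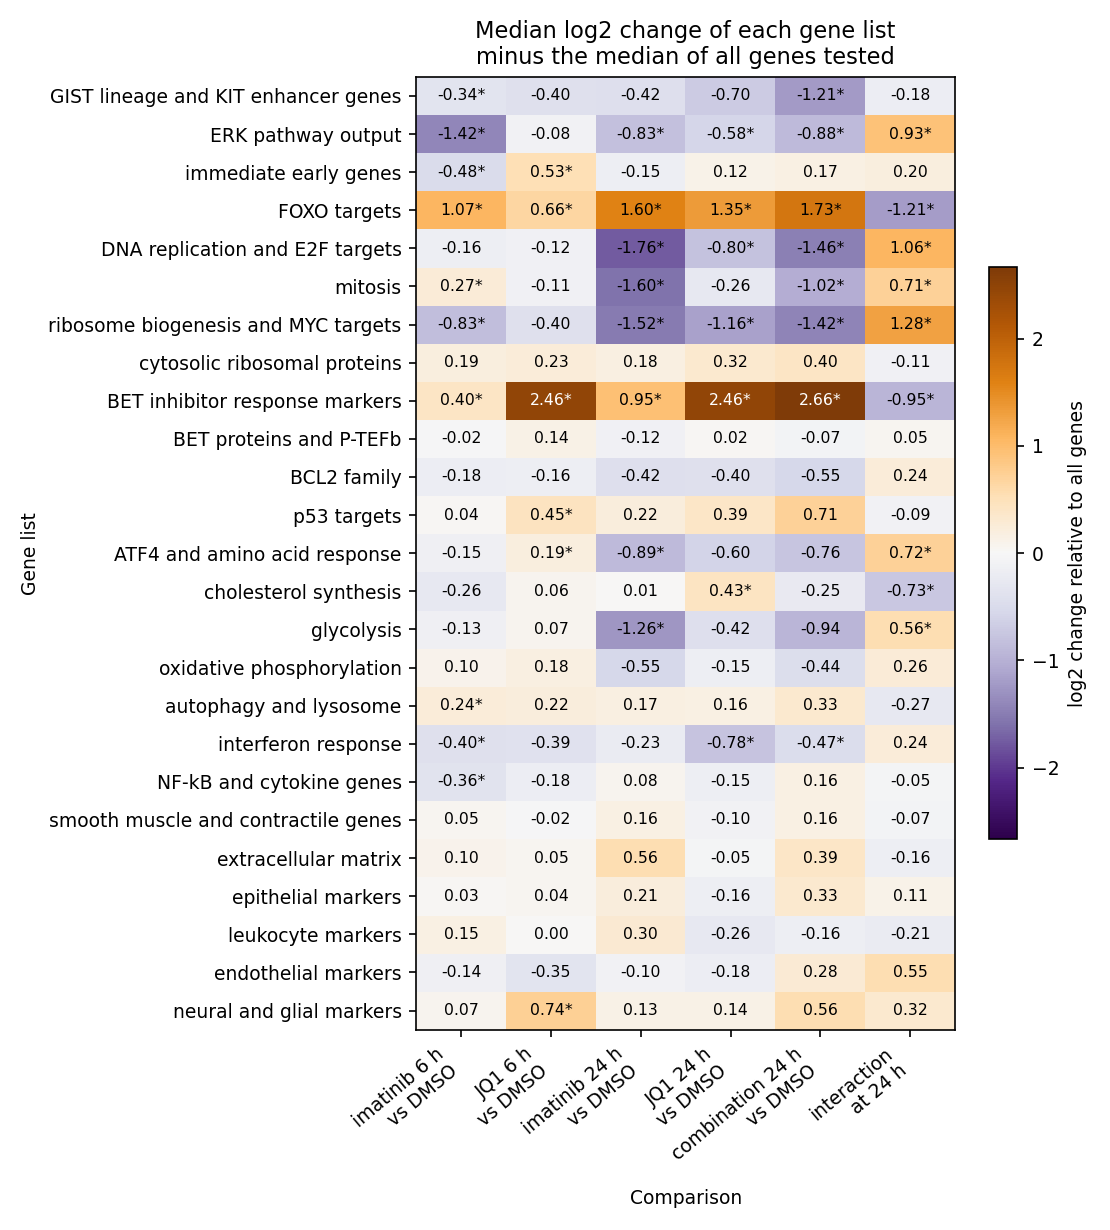
Median log2 change of each list minus the median of all tested genes, for the 5 comparisons with DMSO and the interaction, with a star where the camera adjusted p with a preset correlation is below 0.05. The values are relative, so a list above 0 can have fallen on the deposited scale, as the mitosis genes after 6 h of imatinib have a median of -0.42 there and 0.35 and 0.35 rescaled.

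Adding JQ1 to imatinib, as the difference between the combination and imatinib at 24 h, had KIT among the genes that fell (-3.09 ± 0.18, log2, n = 3 each). The largest falls were in XCL1 (-5.09 ± 0.19) and its copy XCL2 (-4.85 ± 0.19), RTP4 (-3.68 ± 0.16) and the calcium-binding gene S100A1 (-3.62 ± 0.21). The largest rises were in DPYSL3 (3.29 ± 0.17), the near-identical histone genes HIST2H2AA3 (1.93 ± 0.20) and HIST2H2AA4 (1.93 ± 0.20), and HIST1H2BC (1.84 ± 0.21). Of the BET inhibitor response markers, 10 of 13 rose and 1 fell (rescaled 11 and 11 rising, 1 and 1 falling), with HIST1H2BD at 1.74 ± 0.18 and ZMYND8 at -2.53 ± 0.18. Among the GIST lineage and KIT enhancer genes, 11 of 14 fell (rescaled 1 and 0 rising, 8 and 9 falling), with GPR20 at -2.65 ± 0.18 and HAND1 at -2.46 ± 0.20. Of the interferon response genes, 11 of 24 fell (5 and 8 rescaled), led by IFITM1 (-2.41 ± 0.23). Of the mitosis genes, 0 of 28 were called (rescaled 3 and 0 rising), the median being -0.13 and rescaled 0.51 and 0.21, and of the DNA replication and E2F targets 0 of 34 were called (rescaled 3 and 1 rising), the median being -0.34 and rescaled 0.30 and -0.02. In all, 54 genes rose and 1858 fell (303 up and 715 down, and 149 up and 1333 down rescaled), with a median of -0.50. Without combination replicate 2 the number called was 2910 instead of 1912, with 28 rising.

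Adding imatinib to JQ1, as the difference between the combination and JQ1 at 24 h, had KIT among the genes that fell (-1.36 ± 0.18, -0.67 and -0.65 rescaled, log2, n = 3 each). The fatty acid carrier FABP4 (-3.45 ± 0.18), TMEM100 (-3.41 ± 0.17), DUSP6 (-3.23 ± 0.19) and SPRY4 (-3.19 ± 0.17) had the largest falls. ARRDC4 (1.39 ± 0.18), TXNIP (1.14 ± 0.19) and the TGF-beta-induced factor KLF10 (1.06 ± 0.18) were the rises the naming rule gave. Of the DNA replication and E2F targets, 27 of 34 fell (4 and 4 rescaled), led by RRM2 (-2.62 ± 0.19), and of the mitosis genes 27 of 28 fell (2 and 2 rescaled), with AURKB at -2.12 ± 0.20. Within the cholesterol synthesis genes, 13 of 17 fell (3 and 3 rescaled), with INSIG1 at -2.19 ± 0.19. Within the GIST lineage and KIT enhancer genes, 7 of 14 fell (4 and 4 rescaled), with CD34 at -2.26 ± 0.20. Among the BET inhibitor response markers, 0 of 13 were called (rescaled 1 and 1 rising), the median being -0.49 and rescaled 0.23 and 0.26. In all, 6 genes rose and 939 fell (30 up and 104 down, and 32 up and 100 down rescaled), with a median of -0.54. Without combination replicate 1 the number called was 465 instead of 945, and without combination replicate 2 it was 2367, with 2 rising. TXNIP (0.89) and KLF10 (0.85) were then no calls, nor was KLF10 without the unnumbered JQ1 library (0.99).

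The drugs were compared directly at 6 h, as JQ1 minus imatinib. DUSP6 (5.03 ± 0.19), EGR1 (4.13 ± 0.18), RASL11A (4.03 ± 0.19) and the matricellular gene CTGF (5.09 ± 0.17) were higher after JQ1. BMF (-3.89 ± 0.18), APOBEC2 (-3.35 ± 0.14), RTP4 (-3.00 ± 0.16) and C12orf69 (-2.96 ± 0.17) were lower. For KIT the difference was -0.84 ± 0.18, which did not pass the size threshold. Among the ERK pathway output genes, 7 of 18 were higher (9 and 7 rescaled) after JQ1, and of the immediate early genes 6 of 14 were higher (7 and 6 rescaled). Within the BET inhibitor response markers, 11 of 13 were higher and 1 was lower (rescaled 11 and 11 higher, 1 and 1 lower), and of the FOXO targets 1 of 19 was higher and 10 were lower (rescaled 1 and 1 higher, 4 and 9 lower). In all, 249 genes were higher and 1195 lower after JQ1 (439 up and 424 down, and 235 up and 866 down rescaled), with a median of -0.30.

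At 24 h, JQ1 minus imatinib was -1.73 ± 0.18 for KIT (log2, n = 3 each), so KIT was lower after JQ1. ETV5 (4.26 ± 0.18), the dehydrogenase gene DHRS2 (4.25 ± 0.21), DPYSL3 (3.89 ± 0.17) and the TWEAK receptor gene TNFRSF12A (3.15 ± 0.21) were higher after JQ1. RTP4 (-3.58 ± 0.16), CD24 (-3.50 ± 0.16), the adhesion receptor GPR56 (-3.25 ± 0.15) and MB (-3.19 ± 0.17) were lower. Among the mitosis genes, 21 of 28 were higher (22 and 13 rescaled), with AURKB at 1.94 ± 0.20 and CDC20 at 1.81 ± 0.20. Among the DNA replication and E2F targets, 13 of 34 were higher (13 and 8 rescaled), led by RRM2 (2.47 ± 0.19). For the BET inhibitor response markers, 11 of 13 were higher and 1 was lower (rescaled 11 and 9 higher, 1 and 1 lower), and of the GIST lineage and KIT enhancer genes 4 of 14 were lower (rescaled 1 and 0 higher, 4 and 6 lower). In all, 459 genes were higher and 623 lower after JQ1 (458 up and 779 down, and 228 up and 1495 down rescaled), with a median of 0.04.

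Between 6 h and 24 h of imatinib, the KIT change of -0.39 ± 0.18 did not pass (0.57 and 1.03 rescaled, the second a rise by the same rule, and 0.68, no call, with one total without MIR1244). CD24 (2.44 ± 0.16), MB (2.25 ± 0.17), LY86 (2.17 ± 0.16) and the sulfatase gene SULF2 (2.15 ± 0.16) rose. The fatty acid carriers FABP5 (-4.15 ± 0.18) and FABP4 (-4.07 ± 0.18), ETV4 (-3.90 ± 0.16) and the integrin ITGA4 (-3.75 ± 0.16) fell. Within the DNA replication and E2F targets, 34 of 34 fell (28 and 19 rescaled), and of the mitosis genes 28 of 28 fell (28 and 21 rescaled). Of the ribosome biogenesis and MYC targets, 22 of 26 fell (1 and 1 rescaled). For the GIST lineage and KIT enhancer genes, 4 of 14 fell (rescaled 2 and 6 rising, 1 and 0 falling), the median being -0.59 and rescaled 0.36 and 0.82. In all, 64 genes rose and 4266 fell (508 up and 560 down, and 1547 up and 228 down rescaled), with a median of -0.77.

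Between 6 h and 24 h of JQ1, KIT fell by 1.27 ± 0.18 on the deposited scale (-0.72 and -0.30 rescaled, neither called). BMF (3.24 ± 0.18), the RNA helicase DDX17 (2.08 ± 0.20), the membrane-shaping gene REEP1 (1.76 ± 0.18) and YPEL3 (1.72 ± 0.19) rose. CTGF (-4.34 ± 0.17), the RNA-binding gene RBM14 (-4.15 ± 0.16), DUSP6 (-3.28 ± 0.19) and the chaperone HSPA8 (-3.20 ± 0.20) fell. Within the ERK pathway output genes, 10 of 18 fell (rescaled 0 and 1 rising, 8 and 7 falling), and of the DNA replication and E2F targets 16 of 34 fell (6 and 0 rescaled). Among the ribosome biogenesis and MYC targets, 22 of 26 fell (7 and 2 rescaled). In all, 65 genes rose and 1813 fell (342 up and 442 down, and 1048 up and 155 down rescaled), with a median of -0.45.

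The interaction at 24 h asks whether the combination departs from the sum of the single-drug changes on the log2 scale, with positive values where the combination was less far below DMSO than that sum. For KIT it was 0.77 ± 0.25 and was not called (-0.28 and -0.70 rescaled). It was positive for genes that both drugs had lowered, such as ETV4 (4.79 ± 0.22), PCDH12 (4.66 ± 0.22), RASL11A (4.65 ± 0.27), ETV5 (4.59 ± 0.26) and DUSP6 (3.64 ± 0.26). After imatinib alone these 5 genes were at 0.186, 0.340, 2.29, 0.549 and 1.02 FPKM, and with both drugs at 0.259, 0.179, 4.68, 3.64 and 0.435. ETV4, PCDH12 and ETV5 were thus under the 1 added before the log after imatinib, which limits how far their log2 values could fall further with JQ1, although ETV5 was higher with both drugs. It was negative for KLHL38 (-3.13 ± 0.26), MB (-2.84 ± 0.24), LY86 (-2.50 ± 0.23) and KLHL24 (-2.44 ± 0.25). Of the tested genes, 5974 had a positive and 119 a negative interaction, with a median of 0.95, and rescaled the split was 624 up and 745 down, and 230 up and 1850 down. Within the ribosome biogenesis and MYC targets, 26 of 26 had a positive interaction (19 and 11 rescaled, adjusted p = 1.5e-07), led by RRS1 (3.40 ± 0.25). For the DNA replication and E2F targets, 33 of 34 had a positive interaction (17 and 5 rescaled, adjusted p = 1.1e-06), led by CCNE2 (3.12 ± 0.23). Within the mitosis genes, 28 of 28 had a positive interaction (3 and 0 rescaled, adjusted p = 9.9e-04). For the ERK pathway output genes, 14 of 18 had a positive interaction (9 and 5 rescaled, adjusted p = 7.7e-05). Among the FOXO targets, 2 of 19 had a positive interaction and 1 had a negative one (rescaled 0 and 0 positive, 10 and 14 negative, adjusted p = 1.1e-11), with YPEL3 at -1.52 ± 0.27. Of the BET inhibitor response markers, 1 of 13 had a positive interaction and 1 had a negative one (rescaled 0 and 0 positive, 5 and 8 negative), the median being 0.00 and rescaled -0.64 and -1.07 (adjusted p = 3.0e-05), with HIST1H2AC at -1.31 ± 0.29. Of the ATF4 genes, 15 of 18 had a positive interaction (rescaled 3 and 2 positive, 1 and 1 negative), of the glycolysis genes 13 of 15 had a positive interaction (3 and 2 rescaled), and of the cholesterol synthesis genes 1 of 17 had a positive interaction and 1 had a negative one (rescaled 0 and 0 positive, 6 and 12 negative), the median being 0.22 and rescaled -0.82 and -1.25 (adjusted p = 0.0319, 0.0486 and 4.7e-05). These 9 list calls gave adjusted p = 0.998 with an estimated correlation. The glycolysis call ended without imatinib 6 h replicate 2 or 3 or imatinib 24 h replicate 3 (0.0542, 0.0682 and 0.0561).

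The responses to imatinib and JQ1 were compared across genes, which are not independent replicates, and which share the 3 DMSO libraries. At 24 h the log2 changes had Pearson r = 0.76, Spearman's rho = 0.77 and covariance 0.567, and at 6 h r = 0.42, rho = 0.40 and covariance 0.139. Groups simulated with no change against the same DMSO libraries gave a mean r of 0.47 (highest 0.86) and a mean covariance of 0.0237 (highest 0.0516) in 100 draws. Neither observed r exceeded the highest simulated one, while both covariances did. At 24 h, 12 genes rose and 8466 fell with both drugs, where independent lists would share 0.327 and 6938. At 6 h these numbers were 5 and 1881, against 0.315 and 1274. After ratio rescaling the 24 h responses shared 360 rising and 432 falling genes, against 59.1 and 72.4 (r = 0.65). The 3 DMSO libraries were not split between the drugs, so part of each excess may come from shared controls, and none is called a shared effect here. KLHL38 is among the genes that rose and ETV4 and CCND1 among those that fell with each drug at 24 h.

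The remaining lists were not called by camera after 24 h of imatinib, where most genes fell. Of the cytosolic ribosomal proteins, 23 of 24 fell (rescaled 0 and 7 rising, 0 and 0 falling), the median being -1.33 and rescaled 0.41 and 0.86. Of the oxidative phosphorylation genes, 22 of 22 fell (rescaled 0 and 1 rising, 0 and 0 falling), the median being -2.05 and rescaled -0.33 and 0.12. Among the p53 targets, 13 of 20 fell (rescaled 4 and 8 rising, 5 and 4 falling), the median being -1.28 and rescaled 0.18 and 0.58, and of the BET proteins and P-TEFb genes 13 of 15 fell (rescaled 1 and 2 rising, 1 and 0 falling), the median being -1.62 and rescaled 0.03 and 0.46. Of the extracellular matrix genes, 9 of 18 fell (rescaled 4 and 7 rising, 1 and 1 falling), the median being -0.95 and rescaled 0.44 and 0.87, and of the smooth muscle and contractile genes 1 of 10 rose and 6 fell (rescaled 2 and 2 rising, 1 and 1 falling), the median being -1.34 and rescaled 0.07 and 0.35. Of the autophagy and lysosome genes, 12 of 21 fell (rescaled 5 and 9 rising, 2 and 1 falling), the median being -1.33 and rescaled 0.39 and 0.84, and of the NF-kB and cytokine genes 6 of 9 fell (rescaled 1 and 1 rising, 2 and 2 falling), the median being -1.42 and rescaled 0.12 and 0.52. Of the 150 list tests, 48 were called with the preset correlation, and 3 held with an estimated one, all BET inhibitor response markers. The directional fry test, which asks whether a list's genes move one way without regard to other genes, called 141, and its mixed form 141. In 27 tests the relative median and the direction of camera differed in sign, and 0 of them were called. Adjusted over the list alone, the numbers of members that rose or fell were the same as over all genes in all 300 pairs of list and comparison.

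Markers of other cell types were given as levels, since a cell line was measured. Of the 12 leukocyte markers, 2 passed the filter, led by CD68 with a mean of 11.7 FPKM in DMSO, and of the 8 endothelial markers 1, ERG, with 2.74. Of the 12 epithelial markers, 3 passed, with KRT18 at 538 FPKM and EPCAM at 2.84. Of the 12 neural and glial markers, 4 passed, and TUBB3 was at 187 in DMSO, 371 after 6 h of JQ1 and 9.48 after 24 h of imatinib. Of the smooth muscle and contractile genes, CALD1 was at 1079.7 and ACTA2 at 158 in DMSO. After 24 h of imatinib, of the epithelial markers 3 of 3 fell (1 and 1 rescaled), the median being -1.29 and rescaled -0.09 and 0.15. Of the leukocyte markers, 1 of 2 fell (0 and 0 rescaled), the median being -1.21 and rescaled 0.06 and 0.39. KRT18 was then at 42.0 FPKM and ERG at 0.228.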

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

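The tests chosen only after the result was seen were those on the fall of the total, the floor tests and both scale-factor tests on the interaction, and the free reassignment of libraries for the interaction.

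The response to imatinib differed between 24 h and 6 h in 4330 genes, and the response to JQ1 in 1878, both by a direct test of the times that uses no DMSO library. CD24 and MB are among the imatinib genes that rose with time, and CTGF and HSPA8 among the JQ1 genes that fell. After ratio and total rescaling the counts were 1068 and 1775 for imatinib and 784 and 1203 for JQ1.

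The interaction at 24 h, which tests whether the effect of one drug differs with the other present, was past the threshold in 6093 genes. Relative to the median of all genes, the median interaction was 0.93 for ERK pathway output, -1.21 for FOXO targets, 1.06 for DNA replication and E2F targets, 0.71 for mitosis and 1.28 for ribosome biogenesis and MYC targets. It was -0.95 for BET inhibitor response markers, 0.72 for ATF4 and amino acid response, -0.73 for cholesterol synthesis and 0.56 for glycolysis, whose call ended without imatinib 6 h replicate 2 or 3 or imatinib 24 h replicate 3 (adjusted p = 0.0542, 0.0682 and 0.0561). Not taken relative to all genes, the median of cholesterol synthesis was 0.22 and turned to -0.82 and -1.25 rescaled, and with no filter its relative median was 0.02. These 9 lists were called with the preset correlation and none with one estimated on the deposited scale (adjusted p = 0.998 each), and FOXO targets and ribosome biogenesis also with one estimated after ratio rescaling, chosen after the data were seen (adjusted p = 0.0310 and 0.0432).

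The total FPKM was lower than DMSO after every treatment, and extreme values in a few genes as the source are argued against, since without MIR1244 the total after 24 h of imatinib was still 3.57-fold below DMSO and the smallest fall, after 6 h of imatinib, left 0.590 of it. Spike-in amounts that vary from library to library are argued against after 24 h of imatinib, where the median change was 7.48 times the standard deviation between libraries of one group, and after JQ1 at 6 h and 24 h and both drugs (4.97, 7.42 and 10.2 times). After 6 h of imatinib it was 3.41 times, under the 4 times set for that test, so there they stay open. A different amount of spike-in or number of cells in all libraries of a treated group may stand behind it and cannot be told apart from less RNA per cell, since both lower nearly all genes (94.7% lay below 0 after 24 h of imatinib). Less RNA per cell after either drug stays open and was not tested by other means.

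The median interaction was positive, and compression of low values by the floor and the pseudocount as its whole source is argued against by abundant genes, chosen at first by their level in the combination and then by the mean over all libraries: 2268 genes with a mean of at least 50 FPKM had a median interaction of 1.18 (quartiles 0.83 to 1.57). For 555 of the 5974 genes with a positive interaction, ETV4, PCDH12 and ETV5 among them, a single drug left less than 1 FPKM, and there the floor stays open, although ETV5 was higher with both drugs than after imatinib (3.64 against 0.549 FPKM). A single combination library with a higher total is argued against by the median of 0.79 without combination replicate 2. A scale factor per group does not account for the 624 positive and 745 negative calls after ratio rescaling. For the median it stays open, as rescaling sets that near 0 (0.00829). A limit to falling RNA per cell, reached or neared by each drug alone, stays open. The combination's medians of -0.50 against imatinib and -0.54 against JQ1 may reflect a scale factor.

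The changes shared by imatinib and JQ1 at 24 h could come from the DMSO libraries they share. The change from 6 h to 24 h uses no DMSO library, and its Pearson r between the drugs across genes, which are not independent replicates, was 0.52, so shared controls do not make all of it. After removing each change's trend on mean level r was 0.46, which argues against a change set by expression level alone. A response common to both drugs stays open, as do time in culture and growth state, which this design does not separate from treatment.

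For each comparison of 3 with 3 libraries there are 10 splits, too few for a share under 0.05, and 1 split, the real one, reached the real count each time. The real counts were 2608, 6438, 9292, 9672 and 11014 against DMSO (imatinib 6 h, JQ1 6 h, imatinib 24 h, JQ1 24 h, combination), and the highest other splits gave 4, 2, 0, 1 and 2. For the combination against imatinib and against JQ1 the real counts were 1912 and 945, and the highest others 1 and 59. For JQ1 against imatinib at 6 h and 24 h they were 1444 and 1082, with 3 and 1, and for 24 h against 6 h of imatinib and of JQ1 4330 and 1878, with 1 and 1.

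For the interaction, 11 of 100 splits drawn from 200 called at least the real 6093 genes, with a highest other of 10802, and all 10 others among them leave the libraries of one side in place and mix the groups of the other. With libraries reassigned freely among the 4 groups, 6 of 100 did, with a highest other of 10232. Chance is not excluded for the interaction by either count, and splits that call more genes than the real one point to the large differences between the groups that they mix.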

How the results depend on the processing

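The alternatives chosen only after the data were seen were the list correlation estimated after ratio rescaling, the totals without MIR1244, the rescaling to such a total and the median over genes at 64 to 256 FPKM. The cause of a change was not tested unless the alternative itself shows it. A treatment named alone stands for its comparison with DMSO.

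The scale was the choice that moved most results. By construction ratio rescaling sets the median of all genes near 0, and total rescaling does not. After ratio rescaling the numbers of genes called were 421 for imatinib 6 h, 645 for JQ1 6 h, 2242 for imatinib 24 h, 1499 for JQ1 24 h, 2473 for the combination, 1018 for the combination against imatinib, 134 for the combination against JQ1, 863 for JQ1 6 h against imatinib 6 h, 1068 for imatinib 24 h against imatinib 6 h, 784 for JQ1 24 h against JQ1 6 h and 1369 for the interaction. The median log2 change was 0.0151 for imatinib 6 h, 0.00699 for JQ1 6 h, 0.0131 for imatinib 24 h, -0.0114 for JQ1 24 h, -0.00486 for the combination and 0.00829 for the interaction. KIT kept its direction but not its call at -0.97 in imatinib 6 h, and -0.40 in imatinib 24 h, and -0.67 in the combination against JQ1, and -0.72 in JQ1 24 h against JQ1 6 h. Among changes called as deposited or rescaled, the direction turned for ETV1 (1.11), FOXF1 (0.19) and HAND1 (0.66) in imatinib 24 h, and FOXF1 (0.00349) and HEXIM1 (1.31) in JQ1 24 h, and FOXF1 (0.00387), HEXIM1 (1.33) and BCL2L11 (1.92) in the combination. Uncalled changes of fixed genes turned for ETV1 (0.29), HEXIM1 (0.15) and SERPINI1 (0.44) in imatinib 6 h, and DUSP6 (0.28) in JQ1 6 h, and MYC (0.46) in imatinib 24 h, and KIT (0.57) in imatinib 24 h against imatinib 6 h, and KIT (-0.28) in the interaction.

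After total rescaling the numbers called were 418 for imatinib 6 h, 901 for JQ1 6 h, 2926 for imatinib 24 h, 1509 for JQ1 24 h, 2530 for the combination, 132 for the combination against JQ1, 1723 for JQ1 24 h against imatinib 24 h, 1775 for imatinib 24 h against imatinib 6 h, 1203 for JQ1 24 h against JQ1 6 h and 2080 for the interaction. The median log2 change was 0.00987 for imatinib 6 h, -0.25 for JQ1 6 h, 0.38 for imatinib 24 h, 0.0721 for JQ1 24 h, 0.0954 for the combination and -0.35 for the interaction. KIT was weaker at -0.98 in imatinib 6 h, and -0.65 in the combination against JQ1, and -0.30 in JQ1 24 h against JQ1 6 h. Among changes called on either scale, the direction turned for KIT (0.0526), ETV1 (1.56), FOXF1 (0.63), HAND1 (1.10), ANO1 (0.26) and HEXIM1 (0.29) in imatinib 24 h, and FOXF1 (0.10) and HEXIM1 (1.40) in JQ1 24 h, and FOXF1 (0.13), HEXIM1 (1.44) and BCL2L11 (2.02) in the combination, and KIT (1.03) in imatinib 24 h against imatinib 6 h, and among uncalled changes for ETV1 (0.28), HEXIM1 (0.14) and SERPINI1 (0.43) in imatinib 6 h, and MYC (0.80) in imatinib 24 h, and KIT (-0.70) in the interaction. Of the 150 list tests, 130 were on the same side of the threshold after ratio rescaling and 129 after total rescaling, with 19 and 20 new calls and that of the neural and glial markers in JQ1 6 h ended. Of the 264 values of named genes and counts in one direction, 205 and 209 stayed on the same side, and 24 and 19 genes lost their call.

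The share of MIR1244 in the total was 33.8% to 41.4% in DMSO, 18.5% to 23.2%, 26.5% to 31.5% and 25.4% to 26.4% after 24 h of imatinib, JQ1 and both, so part of total rescaling rests on those rows. With one total without them the numbers called were 429 for imatinib 6 h, 842 for JQ1 6 h, 2301 for imatinib 24 h, 1544 for JQ1 24 h, 2561 for the combination, 1225 for the combination against imatinib, 138 for the combination against JQ1, 1143 for imatinib 24 h against imatinib 6 h, 792 for JQ1 24 h against JQ1 6 h and 1463 for the interaction, and the median log2 change was -0.0141 for imatinib 6 h, -0.19 for JQ1 6 h, 0.0740 for imatinib 24 h, -0.11 for JQ1 24 h, -0.12 for the combination and -0.0821 for the interaction. In imatinib 24 h, KIT (-0.32), ANO1 (-0.12) and HEXIM1 (-0.0489) then kept their direction without a call, as did FOXF1 in JQ1 24 h (-0.11) and the combination (-0.14). KIT was at -1.0 and called in imatinib 6 h, and at 0.68 and not called in imatinib 24 h against imatinib 6 h. It lost its call at -0.71 in the combination against JQ1 and at -0.59 in JQ1 24 h against JQ1 6 h. The direction still turned for ETV1 (1.19), FOXF1 (0.26) and HAND1 (0.73) in imatinib 24 h, and HEXIM1 (1.2) in JQ1 24 h, and HEXIM1 (1.19) and BCL2L11 (1.81) in the combination.

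A lower fold threshold calls more genes by construction. With no minimum fold change the numbers were 10517 for imatinib 6 h, 11905 for JQ1 6 h, 8200 for the combination against imatinib, 9406 for the combination against JQ1, 6059 for JQ1 6 h against imatinib 6 h, 4738 for JQ1 24 h against imatinib 24 h, 10505 for imatinib 24 h against imatinib 6 h, 7714 for JQ1 24 h against JQ1 6 h and 10039 for the interaction. With at least 1.5-fold they were 7845 for imatinib 6 h, 10707 for JQ1 6 h, 5442 for the combination against imatinib, 5511 for the combination against JQ1, 4003 for JQ1 6 h against imatinib 6 h, 3109 for JQ1 24 h against imatinib 24 h, 8318 for imatinib 24 h against imatinib 6 h, 5309 for JQ1 24 h against JQ1 6 h and 9407 for the interaction.

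With a pseudocount of 0.1 the numbers called were 3458 for the combination against imatinib, 1903 for the combination against JQ1, 2263 for JQ1 6 h against imatinib 6 h and 1928 for JQ1 24 h against imatinib 24 h, and the median was -2.37 for the combination. With 0.01 they were 3759 for the combination against imatinib, 2270 for the combination against JQ1, 2399 for JQ1 6 h against imatinib 6 h, 2079 for JQ1 24 h against imatinib 24 h and 2906 for JQ1 24 h against JQ1 6 h, and the medians were -1.72 for imatinib 24 h, -1.72 for JQ1 24 h and -2.43 for the combination. Array weights gave 2997 for the combination against imatinib and 2316 for the combination against JQ1. Of the 24 counts in one direction, 14 were over 1.5 times larger with each of these pseudocounts, among them the 49 rising genes of imatinib 6 h (76 and 80), and 4 were larger and 2 smaller with array weights. Array weights ended the calls of GNG8 (0.15) in imatinib 6 h, and MYC (-0.997) in JQ1 6 h, and TXNIP (0.88) and KLF10 (0.77) in the combination against JQ1, and gave calls of HAND1 (-1.05) in imatinib 6 h, and HEXIM1 (-1.09) in the combination. Pseudocounts of 0.1 and 0.01 gave calls of MYC (-1.04 and -1.07) and SERPINI1 (1.01 and 1.02) in imatinib 24 h. That of 0.01 also gave one of HEXIM1 (-1.01) in the combination. The NF-kB and cytokine list call in imatinib 6 h ended with both pseudocounts (adjusted p = 0.0527 and 0.0710).

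With no filter on low values the median log2 change was -0.21 for imatinib 6 h, -0.41 for JQ1 6 h, -0.40 for imatinib 24 h, -0.52 for JQ1 24 h, -0.74 for the combination and 0.18 for the interaction, since genes near the floor were then included, and Pearson r between the drugs at 6 h was 0.68. The relative median of a list, taken against that background, turned for mitosis (-0.21), BET inhibitor response markers (-0.0554), autophagy and lysosome (-0.23) and NF-kB and cytokine genes (0.0881) in imatinib 6 h, and p53 targets (-0.13), ATF4 and amino acid response (-0.36) and extracellular matrix (-0.53) in JQ1 6 h, and BET inhibitor response markers (-0.0825) and cholesterol synthesis (-1.03) in imatinib 24 h, and cholesterol synthesis (-0.53) in JQ1 24 h, and cholesterol synthesis (0.0222) in the interaction. There 26 list calls were new and that of FOXO targets (0.365) in JQ1 6 h ended (adjusted p in parentheses). With a mean of at least 5 FPKM the median was -1.73 for imatinib 24 h and -2.30 for the combination, and the relative median of the BCL2 family (-0.0830) in the interaction turned, and 6 counts in one direction were smaller. There 12 list calls were new and those of interferon response (0.0945) and NF-kB and cytokine genes (0.102) in imatinib 6 h, and ATF4 and amino acid response (0.0530) in imatinib 24 h, and interferon response (0.145) in JQ1 24 h, and interferon response (0.171) in the combination, and ATF4 and amino acid response (0.0784) and glycolysis (0.0597) in the interaction ended (adjusted p in parentheses).

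Over genes at 64 to 256 FPKM alone the median was -1.96 for imatinib 24 h, -1.69 for JQ1 24 h and -2.48 for the combination. Without MIR1244 the total after 24 h of imatinib was 0.28 of DMSO, and the other 4 ratios moved by less than their spread. Of the list tests, 3 were called with an estimated correlation, 15 with one estimated after ratio rescaling, 141 by directional fry and 141 by mixed fry.

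The replicate block, with the replicate numbers of the labels as a paired factor, left 33 counts, medians, correlations and KIT values on the same side, with 0 changed, and ended 3 list calls: ATF4 and amino acid response after 24 h of imatinib and in the interaction (adjusted p = 0.0603 and 0.0505) and glycolysis in the interaction (0.0908). Libraries of one replicate number in different groups had residual correlations with a mean of -0.0196 over 40 pairs, against 0.00978 over 80 other pairs. Fitting only the compared groups kept all 32 such results, but 2 counts in one direction moved, the 49 rising genes of imatinib 6 h to 78 and the 6 of the combination against JQ1 to 24.

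Leaving out each library in turn changed 3 of the 38 such results, the counts for imatinib 6 h (1643 without DMSO replicate 3 to 3966 without DMSO replicate 1), for the combination against imatinib at 24 h (1421 without combination replicate 1 to 2910 without combination replicate 2) and for the combination against JQ1 at 24 h (465 without combination replicate 1 to 2367 without combination replicate 2). The median interaction ranged from 0.79 to 1.10 and KIT after 24 h of JQ1 from -3.99 to -3.72. Leaving out one library also ended the calls of 7 named gene changes (TUBB3, FOXF1 and MYC in JQ1 6 h, FOXF1 in imatinib 6 h, HAND1 in imatinib 24 h, TXNIP and KLF10 in the combination against JQ1) and gave 4. It ended those of 5 list tests (GIST lineage and NF-kB in imatinib 6 h, ATF4 in JQ1 6 h, cholesterol synthesis in JQ1 24 h, glycolysis in the interaction) and gave 7. The depth in reads is unknown, so no limit set by depth can be given.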

Other observations

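The gene families and the list correlation estimated after ratio rescaling were chosen only after the data were seen. Each family, taken by gene symbol, was tested with camera against all other genes, with rescaled numbers as before.

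Among histone genes, many of them near-identical copies whose source is uncertain, more rose than fell after JQ1 alone. Of 55 tested, 20 rose and 1 fell after 6 h (34 and 29 rose rescaled), and 17 rose and 3 fell after 24 h (35 and 36 rose rescaled). With that list correlation, the adjusted p was 0.0232 and 0.0232. With both drugs 9 rose and 11 fell (34 and 36 rose rescaled), and the adjusted p of 0.0539 was no call. After 24 h of imatinib 1 rose and 17 fell (rescaled 12 and 16 rose and 2 and 0 fell), the median log2 change being -0.77 as deposited and 0.23 and 0.62 rescaled.

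Of the proteasome subunits, 38 of 38 fell after 24 h of imatinib (20 and 7 rescaled, adjusted p = 1.3e-04, or 0.273 with a correlation estimated after ratio rescaling). Of the tubulins, 21 of 23 fell there (11 and 11 rescaled). Of 23 collagens, 2 rose and 7 fell after 24 h of imatinib, and the median of -0.78 as deposited became 0.72 and 1.13 rescaled, with 8 and 14 rising.

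With that correlation, the gene lists called were ERK pathway output after 6 h of imatinib, 24 h of JQ1 and both drugs (adjusted p = 0.0234, 0.0484 and 0.0484), FOXO targets after 6 h and 24 h of imatinib, 24 h of JQ1, both drugs and in the interaction (0.0234, 0.0348, 0.0432, 0.0432 and 0.0310) and ribosome biogenesis after 6 h and 24 h of imatinib, 24 h of JQ1 and in the interaction (0.0432, 0.0484, 0.0484 and 0.0432). The BET inhibitor response markers were called after 6 h and 24 h of JQ1 and both drugs (0.0432, 0.0432 and 0.0484).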
